A study of Mus musculus with 20 samples. Its data were reported in "Distinct origins and niches determine the cellular responsiveness of CNS macrophages after repopulation" (2026).

How the data were processed

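Cells were sorted by the authors from the dura mater, the leptomeninges and the cerebral cortex of C57BL/6 mice as live CD45+CD11b+ (immune), CD31+ (endothelial), PDPN+ (fibroblast) or remaining cells, with the choroid plexuses removed. Mice had received vehicle (control) or BLZ945, an inhibitor of the CSF1 receptor on which macrophages depend, by gavage on 7 days, and were examined 5 days (5 d) or 8 weeks (8 w) after the last dose. Each mouse carried its own cell multiplexing oligonucleotide tag, and the tagged cells of a tissue were pooled before sorting and droplet capture. Per the labels, libraries were made with 10x Genomics 3' chemistry and processed with bcl2fastq 2.20 and Cell Ranger 7.1.0 against GRCm39; the study's methods also name mm10 as a possible build. The series lists 20 entries, tag and RNA libraries apart, in 2 batches. Matrices of 9 RNA libraries with their tags were used. Batch 1 gave 5: fibroblasts with remaining cells from the dura, the leptomeninges and the cortex, and endothelial with immune cells from the leptomeninges and the cortex. Batch 2 gave 4: fibroblasts with immune cells and, apart from them, remaining cells, each from the leptomeninges and the cortex. The batch 1 dura library sorted for endothelial and immune cells was not used here, so immune cells of the dura were not compared.

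The deposited values are raw counts of unique molecular identifiers (UMIs) per gene, tag and barcode as the authors' Cell Ranger run wrote them, with no normalization and no filter on barcodes. Batch 1 lists 32285 genes and batch 2 33696; 31950 were shared by Ensembl identifier and kept, with the symbols of batch 2 for the 1905 that differ. The reference at hand was of another build, so no coordinates are given. The matrices hold 8521168 barcodes. Barcodes with at least 500 UMIs, 200 to 6000 genes and under 5% mitochondrial UMIs were kept (the limits on genes and on mitochondrial UMIs are the study's), which left 39175; without the UMI minimum, as in the study's stated filter, 42647 remained. Doublets were scored with Scrublet in scanpy 1.11.5. Its automatic threshold marked 0 of 10412 cells in the largest library, so a fixed score of 0.2 was used, which marked 747 cells; between 1.05% and 3.29% per library, and 0.493% in the smallest. Cells over 6000 genes numbered 518, of which 165 carried 1 tag (63 of 5 d, 46 of control and 21 of 8 w mice) and 190 several. Tags were called from centred log-ratios against the 0.99 quantile of a negative binomial background, which left 17558 cells with no tag and 3481 with several. In the end 17947 cells with 1 tag were kept.

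The treatment of each tag stands in tag references deposited by the authors, one with 12 names and one with 9. The labels cite the former for batch 1 and the latter for batch 2, whereas 9 tags were in use in the batch 1 libraries and 12 in those of batch 2. Xist and Y-linked genes matched the sexes given by the cited reference in 20 of 45 library and tag pairs of batch 1 and 16 of 47 of batch 2, and those of the exchanged references in 45 of 45 and 47 of 47. The conflict was settled before any comparison of treatments was looked at: only tags with the same treatment in both references were used. This left 12 mice, 6 control (1 to 3 in batch 1, 4 to 6 in batch 2), 4 at 5 d (1 and 2 in batch 1, 3 and 4 in batch 2) and 2 at 8 w (1 in each batch). By sex genes 4 control mice were female and 2 male, 3 and 1 at 5 d, and 1 and 1 at 8 w. The references exchanged (21 mice, 7 per group) and as cited (18 mice, 7, 7 and 4) were run as alternatives. Both were chosen after seeing tags but before any comparison. Sex genes contradict the cited map in most pairs. Y-linked UMIs per cell in female mice were 0% to 7.99% of the level in male mice of the same library, and Xist in male mice 0% to 19.1% of the level in female mice. Cells misplaced between mice of the same sex are not seen this way.

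Cells of each batch were clustered apart, with no integration (3000 variable genes, 30 principal components, 15 neighbours, Leiden resolution 1, leidenalg 0.10.2), leaving out mitochondrial, ribosomal, cell cycle, Xist, Tsix and Y-linked genes. Clusters were named from markers fixed for 20 cell types, in 2 passes so that clusters of one type did not mask each other; this rule and the doublet limit were set after looking at cells but used no treatment. Names end in "-like", and CAM stands for CNS-associated macrophage. No Schwann-like cluster was found, so that planned comparison was not run, and 1 cluster of batch 1, led by Plac8 and Ly6c2, stayed unnamed. Subdural means leptomeninges and cortex together. UMIs were summed per mouse and class where there were at least 10 cells, since cells are not replicates, and each mouse is 1 replicate. Replicates are separate animals; libraries and sorts are shared between them.

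Sums were tested with edgeR 4.0.16 (quasi-likelihood, TMM scaling, filterByExpr, robust) in R 4.3.3, with batch as a covariate where both held mice and all 3 treatments sharing 1 estimate of the spread, two-sided. P values were adjusted by Benjamini-Hochberg across genes, with calls at 0.05. The standard error (SE) of a log2 fold change is its size divided by the square root of the quasi-likelihood F. The difference between CAM-like and microglia-like responses was an interaction term over the sums of both classes, which treats the sums of 1 mouse as separate; a fit with the mouse as a block, over the 10 mice with both classes and the same genes, was added. Tissue comparisons used control mice with both tissues, with the mouse as a block in the alternative. Tags pair the sums of 1 animal, whose deviations correlated at 0.157 to 0.190 in endothelial-like and 0.0653 to 0.117 in fibroblast-like sums. Simulated counts had 200 genes changed per comparison. Of 2-fold and 4-fold changes edgeR recovered 38% and 89% in microglia-like cells at 5 d (9 of 145 calls false). At 8 w it was 7% and 54% (2 of 67). At 5 d it was 27% and 78% in CAM-like (11 of 123) and 78% and 95% in endothelial-like cells (15 of 203). It was then 6% and 65% in subdural fibroblast-like cells (12 of 85).

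The lists of genes, 14 in all, were fixed before the data were examined: homeostatic microglia, microglial activation, CAM core, MHC class II, monocyte origin, cell cycle, chemokines and inflammatory cytokines, interferon response, lysosome and phagocytosis, macrophage niche factors, endothelial adhesion molecules, blood-brain barrier, extracellular matrix, and immediate early and dissociation genes. The chemokine, niche factor and adhesion lists hold genes that the study had picked from these samples, so counts in them are not independent evidence of a direction. Lists were tested with limma 3.58.1 (camera with a preset correlation of 0.01, camera with an estimated correlation, and fry), and members were also adjusted over the list alone. Named genes follow a rule fixed with the lists. It takes up to 4 members of each list with the smallest adjusted p past 0.05, and the 10 highest and 10 lowest log2 fold changes past 0.05 with a mean log2 CPM (counts scaled to a common library total) of at least 5, without predicted genes, mitochondrial and ribosomal protein genes, Xist and Y-linked genes. In any case it takes Nes, Mki67, Mrc1, P2ry12, Ccr2, H2-Aa, Cd74 and Lyve1 in macrophages and Icam1, Vcam1, Sele, Selp, Il34, Csf1 and Tgfb1 in niche cells. Genes outside the rule are named where 5 or fewer were called or where they stood out, and are said to be chosen after their values were seen. Where one group held no UMI of a gene, the fold is a lower bound from 3 UMIs over the group; with 1 to 3 UMIs the ratio of pooled CPM is given with its exact 95% Poisson interval, which covers counting error only.

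Shares of cells were compared per mouse (at least 20 cells) by limma on the arcsine square root with batch, 4 tests adjusted together, and by exact two-sided permutation. A cell counted as dividing with at least 3 UMIs of the cell cycle list after thinning to 1000 UMIs. Alternatives were DESeq2 1.42.0, its size factors (RLE) in edgeR, no filter on low counts, a ratio rule for tags, other limits on UMIs, cells and Leiden resolution, cells with markers of other lineages removed, each batch or tissue alone, the mouse as a block, and each mouse left out. Those chosen after seeing the data were cells thinned to 1000 UMIs in the tests of genes, shares in 1 tissue, the cell cycle list without Stmn1, no thinning, mural-like cells without smooth muscle clusters, and the mouse as a block in the difference between classes. Figures were drawn with matplotlib 3.10.9; numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and scikit-image 0.26.0 were used throughout.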

Results

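RNA of single cells was measured in the dura mater, the leptomeninges and the cortex of control mice and of mice 5 d or 8 w after macrophages had been depleted with BLZ945. The comparisons rest on 6 control, 4 5 d and 2 8 w mice, each found in several libraries through its tag. Library totals lay between 7164629 and 59785848 UMIs. In batch 1, kept cells numbered 5193 (cortex, endothelial and immune), 1605 (cortex, fibroblast and remaining), 4154 (dura, fibroblast and remaining), 1948 (leptomeninges, endothelial and immune) and 718 (leptomeninges, fibroblast and remaining). In batch 2 they numbered 400 (cortex, fibroblast and immune), 1114 (cortex, remaining), 2766 (leptomeninges, fibroblast and immune) and 49 (leptomeninges, remaining). Median UMIs per cell ranged from 2248 to 7251 between libraries, and from 11.2% to 84.3% of a library's UMIs lay in cells that passed the filters, so free RNA was substantial in some.

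The repopulating brain macrophages were examined at 5 d. In microglia-like cells at 5 d all 39 genes of the cell cycle list rose, by a median log2 fold change of 2.94 (adjusted p = 0.279 for the list with an estimated correlation). Replicate 2 at 5 d stood apart, with a list mean of 4.37 log2 CPM against 6.79 to 7.24 in the other 3 mice at 5 d and at most 4.34 in control mice. Mki67, a marker of cycling cells, rose by 3.48 ± 0.53 on the log2 scale (SE, 6 control and 4 5 d mice, adjusted p = 0.000585). Its level was 0 to 19.4 CPM in control mice and 40.3 to 281 CPM at 5 d. Homeostatic microglia genes moved the other way, with 13 of 14 lower. Among them were the purinergic receptors P2ry12 (−1.72 ± 0.23, adjusted p = 3.07e-05) and P2ry13 (−1.84 ± 0.20, adjusted p = 9.38e-06) and the fractalkine receptor Cx3cr1 (−1.33 ± 0.20, adjusted p = 9.1e-05). In all, 1914 genes rose and 1439 fell of 9933 tested with edgeR (3401 by DESeq2), and 2-fold or larger changes numbered 1298 up and 846 down. With DESeq2's size factors in edgeR the split was 2031 up and 1316 down.

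Among other lists in microglia-like cells at 5 d, 7 of 12 activation genes rose, including the lipase Lpl (2.58 ± 0.59) and the growth factor Igf1 (1.92 ± 0.48). Chemokine genes rose in 7 of 13 cases with 1 lower. They were led by Ccl7, which attracts monocytes (3.70 ± 0.32, adjusted p = 5.19e-07), and the interferon-induced Cxcl10 stood at 3.15 ± 0.90 (adjusted p = 0.0251). Of 5 niche factor genes tested 1 rose, the monocyte attractant Ccl2 (2.04 ± 0.60, adjusted p = 0.0269), and 1 fell, Tgfb1, which maintains microglia (−0.60 ± 0.18). Both lists hold genes that the study picked from these samples. Genes listed for a monocyte origin rose in 6 of 10 cases, with 1 lower. Among them were the calcium-binding S100a4 (3.24 ± 0.71) and S100a6 (2.19 ± 0.46). The intermediate filament Nes rose by 2.44 ± 0.52 (adjusted p = 0.00281), whereas Ccr2, the receptor for Ccl2 on monocytes, was lower (−2.63 ± 0.68, adjusted p = 0.0105). Interferon genes rose in 4 of 13 cases, with Ifi204, a DNA sensor, at 1.95 ± 0.38.

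MHC class II genes, which present antigen, fell in 5 of 9 cases in microglia-like cells at 5 d. H2-Aa stood at −4.56 ± 1.06 (adjusted p = 0.0101), H2-Eb1 at −4.53 ± 0.99 and the invariant chain Cd74 at −2.52 ± 0.84 (adjusted p = 0.0459). Ciita, their master regulator, had 2 UMIs at 5 d against 14 in control, a ratio of pooled CPM of 29.1 (95% interval 6.69 to 264). H2-Aa in control was 5.48, 13.3 and 218 CPM in batch 1 and 779 to 991 in batch 2, whose control mice held 19 to 29 microglia-like cells. At 5 d it was 2.93 to 3.59 and 16.2 to 39.6 CPM, at 8 w 14.7 and 0. Cell-free droplets held 7.62 to 1141 CPM of H2-Aa, 24.6 to 3817 CPM of Cd74 and at most 80.5 CPM of Mrc1. CAM core genes went both ways, with 3 of 7 lower and 1 higher, and their median of 0.08 differed in sign from camera, which pointed down. The mannose receptor Mrc1 stood at −2.93 ± 0.91 (adjusted p = 0.0343), the coagulation factor F13a1 at −3.34 ± 0.79 and the endocytic adaptor Dab2 at 2.26 ± 0.51. Mrc1 in control was 8.22 to 44.4 CPM in batch 1 and 102 to 447 CPM in batch 2. Lyve1 had too few counts to test. Lysosome and phagocytosis genes fell in 4 of 11 cases, including the receptors Mertk (−1.56 ± 0.27) and Trem2 (−1.20 ± 0.26). So did 4 of 7 adhesion genes, a list with genes the study picked, among them Icam1 (−0.84 ± 0.20). Immediate early and dissociation genes fell in 8 of 15 cases. Blood-brain barrier genes fell in 2 of 10 cases (Abcg2 at −1.18), and 1 of 3 matrix genes rose and 1 fell.

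The highest changes by the fixed rule were Tafa1, a secreted chemokine-like protein (5.89 ± 0.39, adjusted p = 8.36e-09) and Tnip3 (4.74 ± 0.73). The lowest included Mlph (−4.73 ± 0.59) and the immune checkpoint Lag3 (−3.54). Of 71 named genes 69 lay on the called side of their batch's control mean in all 4 mice at 5 d, and Il12b and Ctsb in 3. Most microglia-like cells at 5 d were in clusters other than those of control. In batch 1 these were cluster 10 (89.9% of 5 d cells), led by Il1a and Rgs1, and cluster 9 (92.4% of control cells), led by P2ry12 and Gpr34. In batch 2 they were cluster 3 (99.2% of 5 d cells) and cluster 8 (97.4% of control cells). Cells at 5 d were also deeper, with a median of 16943 UMIs against 4556.5.

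By camera with the preset correlation, adjusted p in microglia-like cells at 5 d was 1.47e-16 for the cell cycle, 4.83e-10 for homeostatic genes, 0.000203 for immediate early genes and 0.00806 for both monocyte origin and chemokines. It was 0.0212 for MHC class II, 0.0252 for activation, 0.0332 for adhesion and 0.0372 for lysosome genes. All of these lists stood at adjusted p = 0.279 with an estimated correlation, except lysosome genes at adjusted p = 0.527. The interferon (0.0541), barrier (0.1), CAM core (0.488), niche factor (0.515) and matrix (0.812) lists did not pass. Adjusted over the list alone, calls rose and fell in 7 and 2 activation, 0 and 7 MHC class II, 7 and 1 monocyte origin, 0 and 5 lysosome, 1 and 2 niche factor and 0 and 10 immediate early genes, and matched the counts above in the other lists.

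The mice compared have the same treatment in both tag references. Further mice were added as the references are cited, which sex genes contradict in most pairs, or exchanged. Microglia-like cells at 5 d then had 0 genes called as cited and 3911 exchanged. Batch 1 alone gave 12, batch 2 alone 2285 and cortex alone 1. Cells thinned to 1000 UMIs gave 1080 of 2552 tested, and leaving out 5 d replicate 1 gave 1902. Leaving out 1 mouse ended calls of 13 of 70 named genes for 5 d replicate 1, 9 of 70 for 5 d replicate 4, 8 of 71 for control replicate 2, 6 of 71 for control replicate 6 and 5 of 70 for 5 d replicate 3. It ended 4 for control replicate 1, 3 each for control replicates 3 and 4, 2 each for control replicate 5 and both 8 w mice, and 1 for 5 d replicate 2. Among the calls ended were Cd74 (9 of 12 mice), Mrc1 (6), Ccl2 (4) and Cxcl10 (3). None were Mki67, P2ry12, Ccl7, H2-Aa, Nes or Ccr2.

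**Figure D1:**
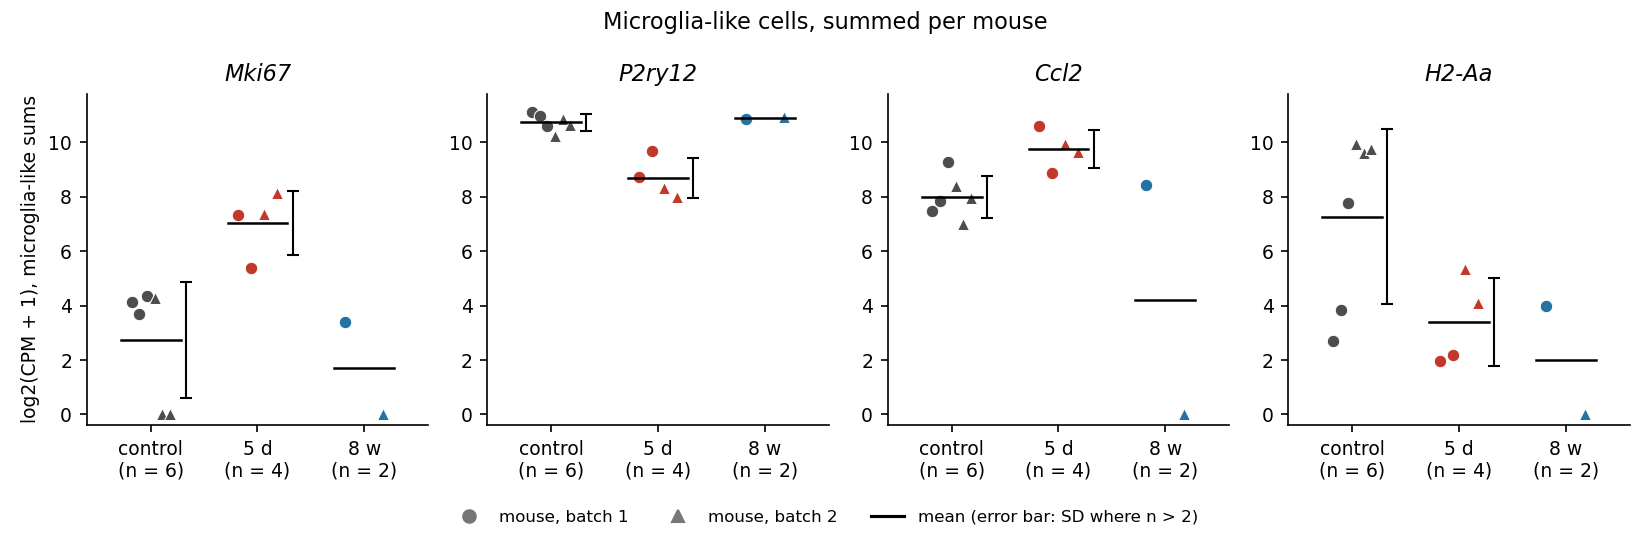
Levels of Mki67, P2ry12, Ccl2 and H2-Aa in subdural microglia-like cells, as log2(CPM + 1) per mouse, in control (grey), 5 d (red) and 8 w (blue) mice of batch 1 (circles) and batch 2 (triangles), with the mean as a black line and the SD as a bar where more than 2 mice were measured. Mki67 was 40.3 to 281 CPM at 5 d and at most 19.4 CPM in control mice.

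The share of dividing cells among microglia-like cells was 51.1% ± 29.7 at 5 d (SD, n = 4 mice) and 3.85% ± 2.31 in control (n = 5). Single mice at 5 d stood at 55.8%, 7.87%, 67.9% and 72.7%. All 4 lay above the highest control mouse (6.94%; exact two-sided permutation p = 0.00794, the smallest the design allows; limma adjusted p = 0.011). Within batch 1 the means were 31.8% and 4.03%, within batch 2 70.3% and 3.58%. Stmn1, a tubulin regulator in the list, also marks oligodendrocyte-like cells, of which 51.7% passed the limit in control and 0.165% without it. Without Stmn1 the microglia-like shares were 46.9% and 2.51% (exact permutation p = 0.0159), and 0.815% of control endothelial-like cells passed (median 3488 UMIs). Unthinned, the shares were 91.7% and 31.5%. Thinning left out 3 cells at 5 d, 10 of control and 2 at 8 w. At 8 w the share was 1.36% (0% and 2.72% in 2 mice; exact permutation p = 0.238). With the tag references as cited the 5 d and control shares were 34.7% and 7.56% (exact permutation p = 0.123), and exchanged they were 52.8% and 3.85%.

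CAM-like cells made up 9.55% ± 5.73 of CAM-like and microglia-like cells at 5 d (SD, n = 4) and 54.2% ± 18 in control (n = 6). It was lower than the control mean of the batch in all 4 mice (exact two-sided permutation p = 0.00476, the smallest possible, and limma adjusted p = 0.00241). Within batch 1 the means were 13% and 41.2% (exact permutation p = 0.2), within batch 2 6.15% and 67.2% (p = 0.1, the smallest an exact test allows there). At 8 w the share was 27.5% (18.6% and 36.4%, n = 2; limma p = 0.0489, adjusted p = 0.0653; exact permutation p = 0.143, with 0.0357 the smallest possible). With the references as cited the 5 d share was 26.1% against 47.1% (exact permutation p = 0.135). Exchanged, it was 10.8% at 5 d and 37.2% at 8 w against 57.4% (exact permutation p = 0.028 at 8 w). Immune cells were sorted, and genes that define CAM-like clusters, F13a1 among them, differed with treatment, so the share is not a measure of cell number. The unadjusted limma p at 8 w no longer passed 0.05 when any one of control replicates 2 to 6, 5 d replicates 1 and 3 or either 8 w mouse was left out, with differences of −35.6 to −17.9 points.

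**Figure D2:**
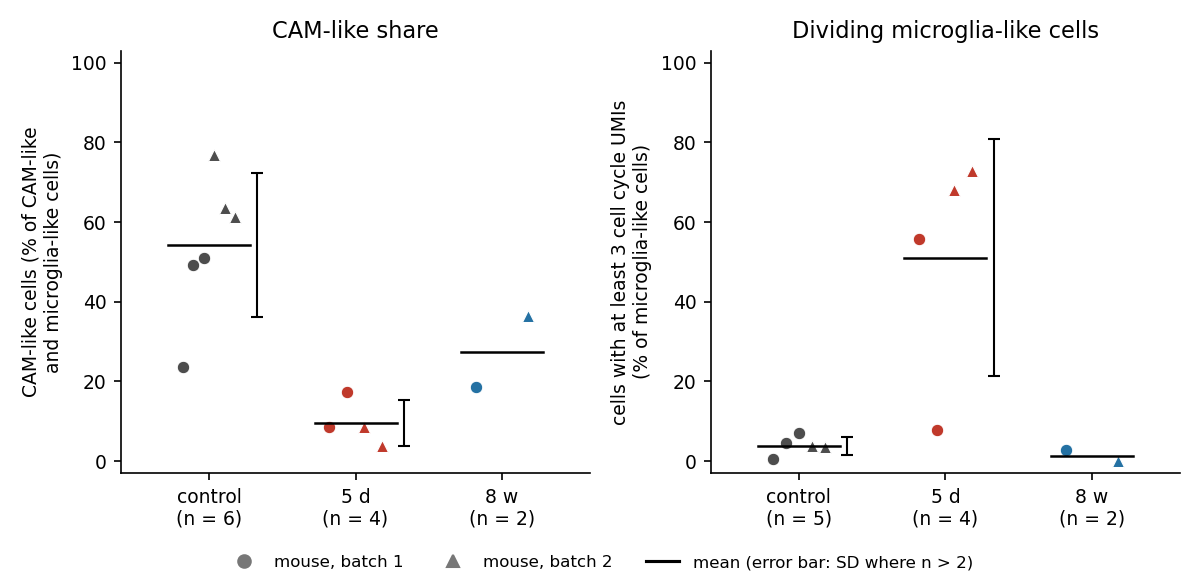
CAM-like cells as a percentage of CAM-like and microglia-like cells, and dividing cells as a percentage of microglia-like cells, per mouse in control (grey), 5 d (red) and 8 w (blue) mice of batch 1 (circles) and batch 2 (triangles), with means as black lines and the SD as a bar where more than 2 mice were measured. The CAM-like share averaged 54.2% in control and 9.55% at 5 d, and the dividing share 3.85% and 51.1%.

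At 8 w, which addresses whether repopulated microglia stay different, 1 of the genes tested in microglia-like cells was called by edgeR (146 had an unadjusted p under 0.05; DESeq2 called 0). It was the haemoglobin gene Hba-a1 (8.78 ± 0.96, adjusted p = 0.0154), with 371 UMIs in the 21 cells of 8 w replicate 2 and 0 to 8 in the other mice. Cell-free droplets held 94.6 to 150037 CPM of it, and the call ended without control replicate 2, 3, 4 or 6 or 5 d replicate 4. The gene was not tested without control replicate 5 or 8 w replicate 2. P2ry12 differed by 0.12 ± 0.27 and Mki67 by −0.70 (adjusted p = 1 for both). H2-Aa stood at −3.39 ± 1.54, Cd74 at −2.79 ± 1.16, Mrc1 at −3.0 ± 1.53, Ccr2 at −2.36 and Nes at 0.57, none past the threshold. No list had a called member. By camera the CAM core (median −3.0; 7.77e-05), MHC class II (median −2.03; 0.000356) and cell cycle (0.0056) lists were lower, at adjusted p = 0.296, 0.296 and 0.788 with an estimated correlation. The count was 0 without control replicate 2, 3, 4, 5 or 6, 5 d replicate 4 or 8 w replicate 2. It was 2 without 5 d replicate 1, 3 without 8 w replicate 1 and 11 in batch 2 alone.

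CAM-like cells were compared at 5 d in 6 control and 2 5 d mice, both of batch 1. The bone collagen protease Ctsk rose by 9.34 ± 0.49 on the log2 scale (adjusted p = 6.46e-12), with 993 to 2310 CPM at 5 d and 0 to 7.54 CPM in control. The tartrate-resistant phosphatase Acp5 rose by 6.28 ± 0.35 (adjusted p = 1.83e-16). The proton pump subunit Atp6v0d2 had 68 UMIs at 5 d and 2 in control, a ratio of 139 (95% interval 37.1 to 1173). All 3 belong to the osteoclast markers fixed beforehand, and Ctsk in cell-free droplets was 2.68 to 338 CPM. Genes of the CAM core fell in 5 of 13 cases, with F13a1 at −2.60 ± 0.37 (adjusted p = 0.000299), the membrane protein Ms4a7 at −1.22 ± 0.32 and Dab2 at −1.18 ± 0.29. Monocyte origin genes rose in 6 of 13 cases, such as Lsp1 (1.32 ± 0.24, adjusted p = 0.000652) and the filament Vim (1.84 ± 0.32). In all, 360 genes rose and 173 fell of 5720 tested by edgeR (423 by DESeq2).

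Homeostatic genes fell in 3 of 14 cases in CAM-like cells at 5 d, with P2ry12 at −1.16 ± 0.25 (adjusted p = 0.00316). Of 10 activation genes 2 rose, including the galectin Lgals3 (1.64 ± 0.26), and 2 fell, including Igf1 (−2.42 ± 0.61). Cell cycle genes rose in 2 of 14 cases (the thymidylate synthase Tyms, 2.30 ± 0.55, and Mcm5, 2.18 ± 0.67). Of pooled CAM-like cells, 16 of 60 (26.7%) at 5 d and 14 of 380 (3.68%) in control counted as dividing, untested. At 5 d cortex had 11 of 30 and 2 of 2 by batch, leptomeninges 0 of 17 and 3 of 11. From the lists with genes picked by the study, Cxcl10 rose (1.81 ± 0.28, adjusted p = 0.000299) as 1 of 14 chemokines. Of 4 niche factors 2 fell, Cxcl12 (−2.55 ± 0.55) and Csf1 (ratio 13.4 lower, 95% interval 3.63 to 112). Of 3 adhesion genes 1 fell, Vcam1 (ratio 16.6 lower, 4.51 to 138). The interferon gene Ifi27l2a rose (1.38 ± 0.25), Jund of the immediate early list fell (−0.92), and no MHC class II, lysosome or barrier gene was called. Matrix genes were not tested. The phosphatase Ptprk (at least 8.14-fold lower) and the lectin Cd209b (at least 6.84-fold) had no UMIs at 5 d. Not past the threshold were Mrc1 (−1.84 ± 0.57, adjusted p = 0.0942), Lyve1, a hyaluronan receptor of perivascular and leptomeningeal macrophages (−2.63 ± 1.39), Cd74 (−0.26 ± 0.21), H2-Aa (−0.29 ± 0.22) and Ccr2 (0.58 ± 0.26). Nes and Mki67 had too few counts to test.

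By camera, adjusted p in CAM-like cells at 5 d was 1.7e-09 for the CAM core (lower), 3.56e-06 for monocyte origin (higher), 0.000261 for homeostatic genes (lower), 0.00174 for immediate early genes (lower) and 0.00191 for the cell cycle (higher). It was 0.00599 for interferon (higher), 0.00716 for adhesion (lower) and 0.0142 for niche factors (lower). In that order these lists stood at adjusted p = 0.219, 0.219, 0.345, 0.433, 0.433, 0.456, 0.219 and 0.219 with an estimated correlation. The remaining lists did not pass, at 0.166 for barrier, 0.407 for chemokines, 0.635 for MHC class II and 0.774 for activation and lysosome genes. Of members adjusted over the list alone, 5 homeostatic, 9 CAM core, 2 adhesion and 1 barrier gene fell and 7 monocyte origin, 3 activation and 2 interferon genes rose. All 40 named genes lay on the called side in both 5 d mice. The count was 68 (63 up, 5 down) without 5 d replicate 1, 996 without 5 d replicate 2, and 305 without control replicate 3. It was 0 with the tag references as cited, 1143 exchanged, 201 with cells thinned, 45 in leptomeninges and 21 in cortex alone. Batch 1 alone gave 380. Leaving out 5 d replicate 1 ended 29 of 39 named calls, leaving out 5 d replicate 2 ended 8 of 40, and control replicate 3 7 of 38. It was 4 for 8 w replicate 2, 3 each for 8 w replicate 1 and control replicate 6, 2 for control replicate 5, and 1 each for control replicates 1, 2 and 4. Ctsk, Acp5, Atp6v0d2, Lsp1, Vim, Cxcl10 and Lgals3 lost none, but Cxcl10 stood at −3.64 (adjusted p = 0.749) in leptomeninges alone.

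In CAM-like cells at 8 w edgeR called 0 genes (272 with an unadjusted p under 0.05; DESeq2 0; 6 control and 2 8 w mice). Mrc1 differed by −0.23 ± 0.50, Lyve1 by 0.38 ± 0.90, H2-Aa by 0.14 ± 0.21, Cd74 by 0.16, P2ry12 by 0.25 and Ccr2 by −0.12 ± 0.30 (adjusted p = 0.981 for each). In batch 2 alone Lyve1 was called lower (−8.20, adjusted p = 0.00994), where the 12 CAM-like cells of the 8 w mouse were all in cluster 7, which held 48.5% to 59.4% of those of control mice. Camera gave lower values for chemokines (4.92e-09), immediate early (6.32e-05), CAM core (0.00249), cell cycle (0.00388), niche factor (0.0104), activation (0.0139), barrier (0.0139) and lysosome genes (0.0141). In that order these stood at adjusted p = 0.135, 0.364, 0.517, 0.517, 0.135, 0.135, 0.273 and 0.56 with an estimated correlation. Adjusted over the list alone 3 chemokine, 1 niche factor and 3 barrier genes fell, the former 2 being lists with genes the study picked. Leaving out 8 w replicate 1 gave 20 genes, all lower, and leaving out control replicate 1, 5 d replicate 1 or 5 d replicate 2 gave 1. Batch 2 alone gave 61.

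The difference between the classes in their 5 d response was tested as an interaction. The response was lower in CAM-like than in microglia-like cells for the scavenger receptor Colec12 (−7.12 ± 1.26), Igf1 (−4.34 ± 0.82) and Sash1 (−2.86 ± 0.53). So it was for the motor Myo5a (−2.29 ± 0.47), the IGF-binding Igfbp4 (−2.22 ± 0.40) and the repressor Trps1 (−2.0 ± 0.39). It was higher for Ctsk (10.63 ± 2.07, adjusted p = 0.0352) and the receptor kinase Grk3 (3.14), the latter named after its value was seen. These 8 of 8230 genes passed (608 at an unadjusted p under 0.05; DESeq2 27). With the mouse as a block, over the 10 mice with both classes, 49 passed, these 8 among them. The MHC class II list was higher in the CAM-like response (median 2.38, camera adjusted p = 8.31e-09, or 0.0336 with an estimated correlation). None of its genes passed across all, and 7 of 9 did over the list alone. With the block camera gave adjusted p = 0.000109, or 0.258 with an estimated correlation, and 2 of 9 did so. Without it class was mixed with batch, as only microglia-like cells had 5 d sums in batch 2. H2-Aa stood at 4.68 ± 1.27 (adjusted p = 0.297) and Cd74 at 2.96 ± 0.99 (adjusted p = 0.446). The activation list was lower, with 1 gene called (camera 0.000404, adjusted p = 0.0381 with an estimated correlation) and 3 adjusted over the list alone, as were 2 CAM core genes, 1 chemokine and 1 adhesion gene, with 1 monocyte origin and 1 lysosome gene higher. Activation stood at adjusted p = 0.0592 with the block and an estimated correlation. The block also brought camera calls for interferon (0.000151, lower), barrier (0.000917, higher) and CAM core genes (0.0301, lower), at adjusted p = 0.26, 0.258 and 0.264 with an estimated correlation. Homeostatic (1.55e-08, higher), cell cycle (6.83e-05, lower), immediate early (0.000123, higher), lysosome (0.00224) and chemokine genes (0.0269, lower) passed camera but stood at adjusted p = 0.129, 0.484, 0.406, 0.406 and 0.406 with an estimated correlation. Mrc1 (1.41), Lyve1 (1.39), P2ry12 (0.66), Ccr2 (3.51 ± 1.02), Nes (−2.77 ± 0.92) and Mki67 (−0.92) did not pass. The count was 37 without 5 d replicate 2, and 16 and 15 without 8 w replicates 1 and 2. It was 3 without control replicate 1, 5 or 6, 2 without control replicate 2, 1 without 5 d replicate 1 and 0 without control replicate 3. Colec12, for one, was lost without any of these controls, control replicate 4 or 5 d replicate 1. It was 0 with the references as cited and 59 exchanged. At 8 w edgeR called 0 genes (213 at an unadjusted p under 0.05; DESeq2 0; 5 with the block; 0% of 2-fold and 22% of 4-fold simulated changes recovered, and 3% and 44% at 5 d), with H2-Aa at 3.79 ± 1.78, Cd74 at 3.19 ± 1.26 and Mrc1 at 3.04. The MHC class II list was higher by camera (6.15e-06, adjusted p = 0.151 with an estimated correlation), as were CAM core genes with the block (0.00203, adjusted p = 0.381 with an estimated correlation). Chemokine (0.00825), barrier (0.0329), immediate early (0.0329) and lysosome genes (0.0486) were lower, at adjusted p = 0.54 for chemokines and 0.672 for the others with an estimated correlation.

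**Figure D3:**
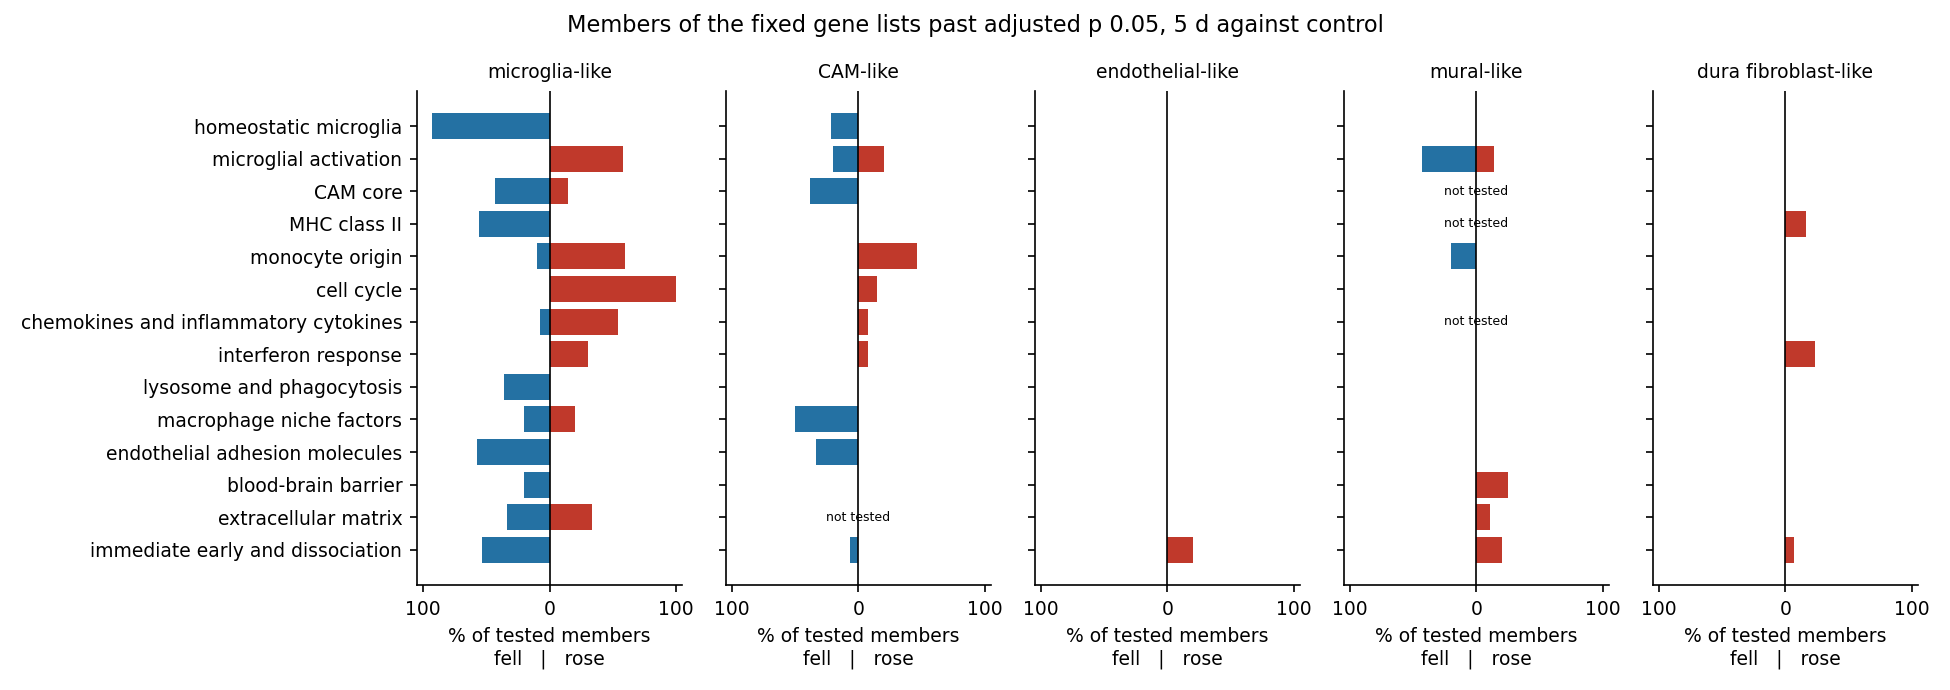
Percentage of tested members of each of the 14 fixed lists past an adjusted p of 0.05 at 5 d in 5 classes, higher to the right (red) and lower to the left (blue), with lists not tested in a class marked. In microglia-like cells all 39 cell cycle genes were higher and 13 of 14 homeostatic genes lower.

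Niche cells were examined for signals that could draw or feed macrophages. Subdural endothelial-like cells came from batch 1 only (3 control, 2 5 d and 1 8 w mice). Called higher at 5 d, with 7 of 33 genes at 2-fold or more, were the shear-responsive factor Klf2 (0.84 ± 0.08, adjusted p = 2.79e-05) and the GTPase Gimap6 (0.76 ± 0.09, adjusted p = 8.56e-05). So was the urokinase receptor Plaur (1.08 ± 0.19). Immediate early and dissociation genes rose in 3 of 15 cases, namely Nr4a1 (0.57 ± 0.10), Dusp1 (0.53 ± 0.08) and Atf3 (0.40 ± 0.08). There were 12 higher when adjusted over the list alone (camera 1.15e-18, adjusted p = 0.238 with an estimated correlation). Lower were Prickle1 (−0.50 ± 0.09) and Ndnf (−0.52). The vessel adhesion molecules Icam1 (0.17 ± 0.13), Vcam1 (−0.50 ± 0.42) and Selp (−0.52 ± 1.76) did not pass, nor did the CSF1 receptor ligand Csf1 (0.03) or Tgfb1 (0.01). Vcam1 was called higher once cells with other lineages' markers were removed (1.91, adjusted p = 0.0492), and lower without control replicate 2 (−0.77, adjusted p = 0.00739). No member of the other 13 lists was called, and 2 niche factors were lower adjusted over the list alone. Sele and Il34 had too few counts to test. In all 33 genes rose and 7 fell of 11024 (DESeq2 25). All 18 named genes lay on their side in both 5 d mice.

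The endothelial-like count at 5 d was 97 without control replicate 1, 15 without 5 d replicate 2, 0 with the tag references exchanged, and 74 as cited. It was 63 in cortex and 9 in leptomeninges alone, 18 with cells thinned and 7 with cells holding other lineages' markers removed. Of 18 named calls 14 ended without 5 d replicate 2, 9 without control replicate 2, 8 without 5 d replicate 1, 4 without control replicate 3 and 1 without control replicate 1, but not those of Klf2 and Gimap6. At 8 w, with 1 mouse that is assumed to vary like the other groups, 4 genes were called higher. They were the clock genes Per2 (3.22) and Ciart (2.25) and the clock-driven factor Hlf (1.15 ± 0.19) with the glucocorticoid-induced Tsc22d3 (0.70 ± 0.10, adjusted p = 0.00165). The 2 called lower were Rflnb (−0.92 ± 0.13) and the chemokine Cx3cl1 (−0.92 ± 0.18, adjusted p = 0.0498). Per2 and Ciart were named after their values were seen. Icam1 (0.28 ± 0.15), Vcam1 (−0.13), Csf1 (0.55 ± 0.20) and Tgfb1 (−0.41 ± 0.17) did not pass, and Selp had no UMIs in the 8 w mouse. Of the lists, niche factors had 1 lower gene, and these, activation (higher) and interferon genes (lower) had camera adjusted p = 0.0379, or adjusted p = 0.684, 0.684 and 0.875 with an estimated correlation. Adjusted over the list alone 1 matrix gene rose and 3 fell, 1 niche factor rose and 1 fell, 1 barrier gene fell and 1 monocyte origin gene rose. The 8 w count was 35 without control replicate 1, 10 without 5 d replicate 1 or 2, and 0 with the references exchanged. Hlf lost its call without control replicate 2, and Cx3cl1 without control replicate 2 or 3.

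Subdural fibroblast-like cells (5 control, 2 5 d and 1 8 w mice) showed 1 called gene at each time, both named after their values were seen. At 5 d it was Krtdap, a keratinocyte gene (6.81 ± 0.74, adjusted p = 0.00656). It had 43 and 34 UMIs in the 5 d mice, 31 in the 8 w mouse and 1 in all control mice (ratio at 5 d 159, 95% interval 27.8 to 6379). At an unadjusted p under 0.05 there were 676 genes, and DESeq2 called 11. No list had a member called across all genes. Over the list alone, 8 of 13 interferon, 4 of 6 MHC class II and 3 of 15 immediate early genes were higher. Lower were 3 barrier genes, such as Slco1a4 (−3.97) and Cldn5 (fitted, −7.07 at both times). In batch 1 cluster 27 held 2 of 54, 18 of 97 and 6 of 77 cells of control mice and none at 5 d, and cluster 5 33.3% to 59.7% in control and 58.3% and 75.8% at 5 d. Camera gave 1.36e-15, 2.28e-07, 1.61e-08 and 0.00445 for these, which stood at adjusted p = 0.197, 0.245, 0.278 and 0.197 with an estimated correlation. Over the list alone 2 activation genes were higher and 1 lower, 1 adhesion gene higher and 1 lower, and 1 lysosome gene lower. At 8 w, where 1 mouse is assumed to vary like the other groups, it was Ttr, the thyroxine carrier made by the choroid plexus (4.90 ± 0.33, adjusted p = 8.49e-06), with 2569 UMIs in the only 8 w mouse and 35.8 to 14727 CPM in cell-free droplets. Its sign turned and the call ended with the ratio rule for tags (−5.44) and in leptomeninges alone (−1.79). Then 6 of 11 cell cycle genes were higher over the list alone (camera 1.86e-16, adjusted p = 0.0119 with an estimated correlation), as were 7 immediate early, 1 MHC class II and 1 adhesion gene. Lower over the list alone were 1 matrix, 1 activation and 3 barrier genes. Camera gave 2.46e-12, 1.62e-05 and 0.016 for immediate early, MHC class II and barrier genes, at adjusted p = 0.287, 0.298 and 0.287 with an estimated correlation. The macrophage growth factor Il34 stood at 0.00 ± 0.42 at 5 d and −0.05 ± 0.52 at 8 w, and Icam1 at 0.85 ± 0.24 and 1.02 ± 0.28. Vcam1 stood at −2.80 ± 0.74 and −1.58, Csf1 at −0.40 and −0.35 and Tgfb1 at 0.75 and 0.31, and none of these passed. The 5 d count was 38 without control replicate 1, 3 without 5 d replicate 2, 2 without control replicate 4 or 5 or 5 d replicate 1 and 0 without control replicate 2. Krtdap lost its call without control replicate 2 or 3. The 8 w count was 11 without control replicate 1. With the references exchanged the counts were 7 and 0.

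Mural-like cells, which hold pericytes and smooth muscle cells, were compared in 6 control, 3 5 d and 1 8 w mice. Genes that fell at 5 d included the actin regulators Cnn1 (−3.76 ± 0.44, adjusted p = 4.65e-11), Pdlim3 (−3.31 ± 0.41) and Palld (−3.08 ± 0.29, adjusted p = 1e-15). Also lower was the potassium channel Kcnma1 (ratio 27.2 lower, 95% interval 7.34 to 228). Higher were the matrix protein Spp1 (2.32 ± 0.41) and the clock output gene Dbp (1.75 ± 0.25, adjusted p = 6.88e-08). Barrier genes rose in 3 of 12 cases, the glucose and lipid transporters Slc2a1 (0.76 ± 0.19) and Mfsd2a (1.06 ± 0.28) and Slc7a5 (0.71 ± 0.19). In batch 1 the cluster led by Myh11 and Acta2, genes of smooth muscle, held 16.9% of mural-like cells at 5 d and 33.2% in control, and a pericyte cluster 39.8% and 22.6%. In batch 2 the smooth muscle cluster held 35% and 33.3% in single mice at 5 d and 35.7% to 57.1% in control.

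In the other lists of mural-like cells at 5 d, 3 of 15 immediate early genes rose (Hspa1a, 0.64 ± 0.16), and 1 of 7 activation genes rose and 3 fell (Lpl, −2.11). Of the others 1 of 5 monocyte origin genes fell (Vim, −0.99 ± 0.18) and 1 of 9 matrix genes rose (Fn1, 1.00 ± 0.25). Camera gave 2.49e-05 for barrier, 0.0011 for immediate early and 0.0144 for monocyte origin genes, all at adjusted p = 0.295 with an estimated correlation. Activation and matrix genes did not pass, at 0.158 and 0.216. Adjusted over the list alone 5 barrier genes rose, 5 immediate early genes rose and 1 fell, and 1 niche factor rose and 1 fell with 1 adhesion gene higher. CAM core, MHC class II and chemokine genes were not tested, and the remaining lists had no call. Il34 (−0.16 ± 0.16), Tgfb1 (0.56) and Icam1 (−0.08) did not pass. In all 65 genes rose and 134 fell of 7560 (DESeq2 71; with its size factors in edgeR 88 and 131). Of 31 named genes 19 lay on their side in all 3 mice and 12, Cnn1 among them, in 2. The count was 61 without 5 d replicate 2, 18 with the references exchanged, 1 as cited, and 294 in batch 1 against 14 in batch 2. It was 3 in leptomeninges alone, 30 with the ratio rule for tags and 21 with cells thinned. Named calls ended for 19 of 29 genes without 5 d replicate 2, 11 of 31 without 5 d replicate 1, and 10 of 29 without control replicate 2. It was 7 without control replicate 3, 6 without control replicate 1, 2 without 8 w replicate 1 and 1 without 5 d replicate 3. No such loss was seen for Cnn1, Pdlim3, Palld, Kcnma1, Spp1 or Dbp. At 8 w, with 1 mouse assumed to vary like the other groups, 1 gene was called, Dbp (2.02 ± 0.28, adjusted p = 3.85e-07), with 290 CPM against 0 to 102 in control. DESeq2 called 0, 259 genes had an unadjusted p under 0.05, and the references exchanged gave 0. Il34 was then −0.16, Icam1 −2.08 ± 1.09 and Tgfb1 −0.05. Immediate early genes passed camera (0.0042; adjusted p = 0.555 with an estimated correlation), 1 monocyte origin gene was lower over the list alone, and the count was 2 without control replicate 1 or 6.

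Dura fibroblast-like cells (3 control, 2 5 d and 1 8 w mice, batch 1) had 11 genes higher and 2 lower at 5 d of 11715 (DESeq2 24), or 2 with cells holding other lineages' markers removed. Of 13 interferon genes 3 rose, the ubiquitin-like protease Usp18 (1.59 ± 0.27, adjusted p = 0.0367), Rtp4 (1.11 ± 0.17) and Ifitm3 (0.63 ± 0.11, but −0.28 with those cells removed), and 10 adjusted over the list alone (camera 4.05e-25, adjusted p = 0.11 with an estimated correlation). Of 6 MHC class II genes 1 rose, H2-Eb1 (1.55 ± 0.17, adjusted p = 0.00231), and all 6 adjusted over the list alone (camera 3.76e-21, adjusted p = 0.11 with an estimated correlation). Higher outside these lists were the GTPase Iigp1 (1.16 ± 0.18), H2-T23 (0.78), the MHC light chain B2m (0.65 ± 0.11) and the stress factors Maff (0.96 ± 0.14) and Atf3 (0.69 ± 0.11). The interferon-induced chemokine Cxcl9, named after its value was seen, rose by 3.58 ± 0.28 (adjusted p = 1.5e-05). The adrenoceptor Adra2c (−1.15 ± 0.18) and the cartilage matrix protein Comp (−0.63 ± 0.11) fell. Cell-free droplets of that library held 339 CPM of H2-Aa and 667 CPM of Cd74. Immediate early genes had 1 call and 4 over the list alone, chemokines, a list with genes the study picked, 0 and 3, matrix genes 0 and 2, and cell cycle genes 0 and 2 lower. Camera gave 4.62e-13, 2.33e-07, 0.000581 and 6.09e-09 for these, and 0.0291 for barrier genes, none of which was called. With an estimated correlation they stood at adjusted p = 0.187, 0.11, 0.11, 0.258 and 0.261. Vcam1 (0.53 ± 0.16), Icam1 (0.13), Il34 (−0.50), Csf1 (0.17) and Tgfb1 (−0.08) did not pass. The 12 named genes lay on their side in both 5 d mice. The count was 73 without control replicate 1, 2 without control replicate 2, and 4 without 5 d replicate 2 or with the references as cited. Named calls ended for all 12 genes without control replicate 2 or 5 d replicate 2, for 9 without 5 d replicate 1, 8 without control replicate 3 and 3 without 8 w replicate 1.

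At 8 w the single dura mouse, assumed to vary like the other groups, had higher Iigp1 (1.62 ± 0.21, adjusted p = 0.032) and Ccl5, a T cell chemokine (4.68 ± 0.56, adjusted p = 0.00602), and lower Hspa1a, a heat shock gene (−1.58 ± 0.19, adjusted p = 0.00602). Interferon genes had no call but 10 over the list alone (camera 2.71e-26; adjusted p = 0.394 with an estimated correlation). Chemokines had 1 call and immediate early genes 1 lower, the latter with 1 higher and 1 lower over the list alone. Camera gave 0.00164 and 0.00235 for these, 0.00149 for MHC class II, 0.0164 for matrix and 0.0197 (lower) for cell cycle genes. In that order they stood at adjusted p = 0.404, 0.675, 0.457, 0.404 and 0.779 with an estimated correlation. Icam1 (0.32), Vcam1 (−0.56), Il34 (0.52), Csf1 (0.19) and Tgfb1 (0.32) did not pass. The count of 3 was 34 without control replicate 1, 7 without 5 d replicate 1, 5 without control replicate 3 or 5 d replicate 2 and 1 without control replicate 2, when Iigp1 and Hspa1a lost their calls. It was 0 as cited and with cells holding other lineages' markers removed. Exchanging the references ended all 3 named calls.

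Tissues were compared in 3 control mice of batch 1. Endothelial-like cells of the cortex and the leptomeninges differed in 3 of 9042 genes by edgeR (559 at an unadjusted p under 0.05, DESeq2 8). All 3 are transcripts of glia and neurons and were lower in cortex, namely Aldoc (−4.42, adjusted p = 6.89e-05), Gpm6b (−2.64) and Tspan7 (−2.86). They were named after their values were seen, and cell-free droplets held up to 1355, 1235 and 473 CPM of them. With the mouse as a block 37 genes differed, 13 higher and 24 lower. Icam1 (−1.16 ± 0.29, adjusted p = 0.481, but 0.00158 with the block), Vcam1 (−1.53 ± 0.68), Csf1 (−0.68) and Tgfb1 (0.12) did not pass. Adhesion genes, 2 of 8 lower, passed camera with the block (0.000317, adjusted p = 0.592 with an estimated correlation). Homeostatic microglia genes were lower by camera (1.67e-05, adjusted p = 0.0887 with an estimated correlation), with none of 9 called and 3 lower adjusted over the list alone. Over the list alone 1 cell cycle gene was higher, 1 adhesion gene lower and 2 immediate early genes higher. Leaving out control replicate 1 gave 6 genes and control replicate 2 1, and none were called once cells with markers of other lineages were removed.

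Fibroblast-like cells of the dura and the cortex differed widely, in 923 genes higher and 897 lower in dura of 10165 (DESeq2 1567; 2-fold or more 497 and 667). The cartilage protein Chad held no UMI in cortex and 1964 in dura (at least 139-fold higher, adjusted p = 1.89e-06). Also higher in dura were the cartilage matrix protein Comp (6.17 ± 0.32, adjusted p = 9.1e-07) and the tendon gene Tnmd (ratio 99.9, 95% interval 17.8 to 3953). Lower in dura were the laminin Lama1 (1 UMI against 436, ratio 2052, 366 to 81217) and the collagen Col4a6 (ratio 411, 139 to 2006), both of basement membranes. So were the transporters Slc6a13 (−7.48 ± 1.08) and Slc7a11 (−6.63 ± 0.24, adjusted p = 8.24e-08). The macrophage growth factors Il34 (−2.61 ± 0.51, adjusted p = 0.0139) and Csf1 (−0.90 ± 0.22, adjusted p = 0.0138) and the adhesion molecule Vcam1 (−2.63 ± 0.38, adjusted p = 0.00317) were lower in dura. Tgfb2 (1.25 ± 0.21) and Tgfb3 (1.28 ± 0.23) were higher, and Icam1 (0.06) and Tgfb1 (0.47) did not pass.

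By list, 8 of 17 matrix genes were higher in dura (Mmp2, 2.99 ± 0.26; Col1a2, 1.84 ± 0.20) and 3 lower (Lamb1, −3.92 ± 0.39), with 9 and 3 over the list alone. Niche factors were 3 higher and 2 lower of 10, 3 and 5 over the list alone, and adhesion genes 2 lower of 4, both lists with genes the study picked. Barrier genes were lower in 4 of 7 cases and interferon genes in 3 of 12 (Usp18, −1.79, camera 0.0396, adjusted p = 0.583 with an estimated correlation and 0.0532 with the block). Homeostatic genes were higher in 5 of 6 cases (Sparc, 1.64, which fibroblasts also make, camera 7.56e-08, adjusted p = 0.0537 with an estimated correlation). Monocyte origin genes were higher in 5 of 8 cases (Lsp1, 4.18, camera 0.000606, adjusted p = 0.101 with an estimated correlation). Activation genes were higher in 4 and lower in 3 of 10 cases (Igf1, 3.33 ± 0.20, and Spp1, −6.18). Lysosome genes were higher in 3 and lower in 1 of 8 (Ctsd, 1.16, and Mertk, −1.88), with 5 and 1 over the list alone, and immediate early genes higher in 1 and lower in 1 of 15. Of 4 chemokines 1 was higher (Cxcl16, 0.74), where the median was −1.43 but camera pointed up. No MHC class II or cell cycle gene was called. All 58 named genes lay on 1 side in all 3 mice. The count was 787 without control replicate 2 and 781 without control replicate 3, and 634 with cells thinned. Of 58 named calls 4, 16 and 18 ended without control replicates 1, 2 and 3. These were Il34 and Vcam1 without control replicate 3, Csf1 without control replicate 1 or 3, Tgfb2 and Tgfb3 without control replicate 2, and Cxcl16 without any of the 3, among others.

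**Figure D4:**
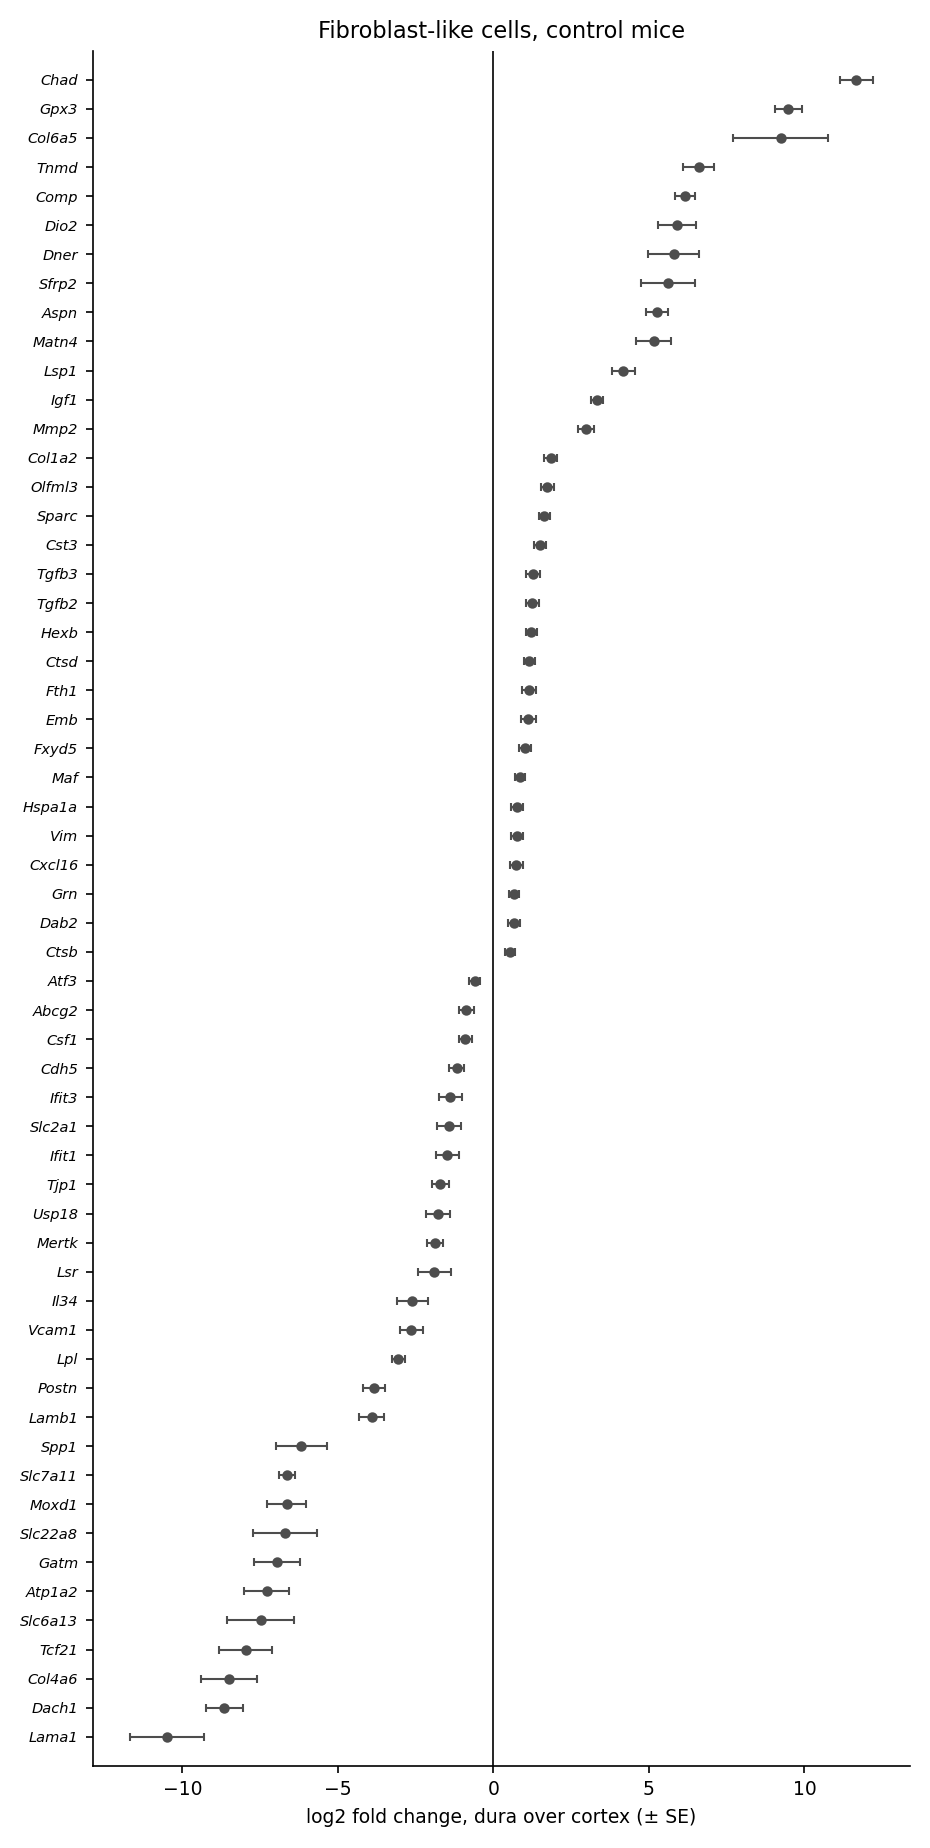
Log2 fold change (± SE) of named genes in fibroblast-like cells, dura over cortex, in 3 control mice. Points right of 0 are higher in dura, with Comp at 6.17 and Slc7a11 at −6.63, and points of genes with at most 3 UMIs in 1 tissue, such as Chad and Lama1, are fitted values that depend on the model and not bounds.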

Values the study reported

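The study reported that 39,838 individual cells were analysed from the dura, the leptomeninges and the cortex, after a filter that kept cells with 200 to 6,000 features and less than 5% mitochondrial RNA. From tissue sections it gave the time for microglia to reach 90% of control numbers as 6.20 d in the cerebral cortex, 6.00 d in the cerebellum and 5.91 d in the olfactory tubercle. In the cerebral cortex the same measure was 15.44 d for leptomeningeal and 21.35 d for perivascular macrophages.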

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

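The tests of depth, of free RNA and of other splits of the mice, and the comparison of dura endothelial-like cells, were chosen only after the results were seen, whereas the bounds for the tests of CAM-like RNA and of smooth muscle cells were written beforehand.

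The mean level of the cell cycle list in microglia-like cells of 5 d replicate 2 was 4.37 log2 CPM, apart from 6.79 to 7.24 in the other 3 mice at 5 d and near the highest control mouse at 4.34. It was the only 1 of 45 groups of mice in which a single mouse stood this far from the others, where chance gives about 1 in 20, or 2.25 groups.

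A test of the difference itself, as CAM-like minus microglia-like log2 fold change at 5 d, called 8 genes. These were Colec12 (−7.12), Igf1 (−4.34), Sash1 (−2.86), Myo5a (−2.29), Igfbp4 (−2.22), Trps1 (−2.0), Grk3 (3.14) and Ctsk (10.63).

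Dura endothelial-like cells, unused above, were left in the sort of fibroblast and remaining cells, of which 91.9% held other lineages' markers. By edgeR 12 of 8852 genes differed at 5 d (7 higher, 5 lower, 3 by DESeq2, 3 control and 2 5 d mice). Lower were Rgs5, abundant in mural cells (−1.66 ± 0.19, adjusted p = 1.46e-06), and Prss23 (−0.94 ± 0.15). Higher were the chemokines Cxcl1 (1.94 ± 0.28, adjusted p = 0.000135) and Cxcl10 (1.33 ± 0.22, adjusted p = 0.00237) and the shear-responsive Klf2 (0.51 ± 0.10). The interferon list was higher by camera (adjusted p = 4.5e-05, or 0.683 with an estimated correlation), with no member called. With the tag references exchanged 2 genes were called and as cited 6.

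The first pattern weighed is the 3353 genes changed in microglia-like cells at 5 d, whose cells also held more UMIs. With each cell thinned to 1000 UMIs 1080 (42.3%) of the 2552 genes then tested were called, against 1415 of the same genes before, of which 1028 were called again and 1413 kept their direction. Unequal depth per cell is therefore argued against as the whole cause. Chance is unlikely as the source. The real split was the only 1 of 100 splits of the mice to call as many genes. The highest other, with 2844, kept 3 of the real 5 d mice together. Repopulation, the difference that the design names, stays open and was not tested apart.

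The second pattern is lower MHC class II and CAM genes in microglia-like cells at 5 d (and uncalled at 8 w). It may come from RNA or misplaced cells of CAM type in control sums. Over 44 genes at least 8 times higher in CAM-like than in microglia-like control sums, the median log2 fold change was 0.17, with quartiles of −1.76 and 1.93, and 18 were lower and 26 higher. This median lay above −0.5, the bound set beforehand for arguing against that source, but after it was seen the rule was changed to require the lower quartile above the bound too, since members went both ways, so the explanation stays open. The 8 of these genes in the MHC class II and CAM lists had a median of −2.73 and the other 36 one of 0.94, at 8.54% and 9.3% of their CAM-like level in control microglia-like sums, and a response of microglia themselves was not tested apart. Free RNA shared by the cells of a library is argued against as the whole source in batch 2, where the 8 genes called lower held at 5 d a median of 0.12 (quartiles 0.0936 and 0.351) of the UMIs expected from control cells of the same library (H2-Aa 106 against 1138, Mrc1 35 against 367, but Maf 715 against 713 and H2-DMb1 161 against 188, where it stays open), and in batch 1 it stays open at 0.805 (0.167 and 0.926).

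The third pattern is the 134 genes called lower in mural-like cells at 5 d, where a candidate source is a smaller share of smooth muscle cells. Without the clusters led by smooth muscle genes the median log2 fold change of the 134 genes went from −1.34 (quartiles −2.02 and −0.93) to −0.36 (−0.80 and −0.01), with 98 of 129 still lower. Calls went from 199 to 21 (18 higher, 3 lower), partly as 4 control mice and 5559 genes could be tested. In batch 1 these clusters held 17.5% and 16.7% of mural-like cells at 5 d against 31.9% to 34.2% in control. In batch 2 it was 35% and 33.3% (3 of 9 cells) against 35.7% to 57.1%. Removal takes out these cells, so it cannot tell fewer of them from lower levels in each. Cells of a batch and tissue shared a sort, which argues against sorting as the source, while losses before pooling and the treatment stay open. Of 84 splits 1 gave as many genes, but another with 0 of the real 5 d mice gave 140, so chance stays open in part.

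Between tissues of 3 control mice the 10 splits are too few for a share under 0.05. For endothelial-like cells the real value was 3 genes, with 21 in the highest other split and 4 splits as large, and for fibroblast-like cells 1820, with 0 in the highest other and 1 split as large. These fits ignore that both tissues come from the same mice. Of the 4 splits that part all 3 pairs, the other 3 called at most 1 endothelial-like gene, while 21 came from a split that keeps a pair together. With the mouse as a block the real splits called 37 and 1755 genes, with 2 and 0 in the highest other.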

How the results depend on the processing

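The tests with the tag references exchanged or as cited were chosen after the tags but before any comparison was seen, and those with 1 tissue alone in the shares, cells thinned to 1000 UMIs, the list without Stmn1, no thinning and the mouse as a block in the difference between classes only after the results were seen. The 20 results that answer a comparison were computed under 242 alternatives in all, not counting single mice left out. The side of the threshold, or a count within 1.5 times, was kept in 135, while 12 were weaker, 1 stronger and 94 counts moved. Leaving out 1 mouse gave 176 further values, with 114 kept, 9 weaker and 53 moved. For named genes and lists 5565 of 6761 alternatives kept their side of the threshold, 1128 lost the call, 49 gained it and 19 changed sign with a call under at least 1 setting. Among values kept, 143 that passed under neither setting, 141 of genes and 2 of shares, changed sign. Both shares were that of dividing cells at 8 w, −2.49 points. It stood at 3.41 points with cortex alone (1 mouse per group, too few) and 27.9 with references as cited. Cells per library and class shares stayed within their spread in 221 of 264 cases and moved in 43. DESeq2's size factors in edgeR, cells of at least 1000 UMIs, Leiden resolution 0.5, thinning to 2000 UMIs, the list without Stmn1 and no thinning moved none of the 20. Unless said, the cause was not tested. A comparison of Schwann-like cells in the dura and its alternatives were not run, since no such cluster was found.

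Values below are genes changed unless said. Shares are judged here by the unadjusted limma p, by which the CAM-like share at 8 w passed (0.0489), while it did not adjusted over 4 tests (0.0653) or by exact permutation (0.143). DESeq2 called 0 in microglia-like cells at 8 w, 25 in endothelial-like cells at 5 d, 71 and 0 in mural-like cells at 5 d and 8 w, 11 and 3 in subdural fibroblast-like cells at 5 d and 8 w, 24 in dura fibroblast-like cells at 5 d, 27 for the difference of the 5 d effects and 8 for endothelial-like tissues. Without a filter on low counts, which lets in genes of a few UMIs, there were 27 in microglia-like and 10 in CAM-like cells at 8 w, and 133 and 37 in endothelial-like cells at 5 d and 8 w. In the same setting there were 232 and 107 in subdural fibroblast-like cells, 229 and 132 in dura fibroblast-like cells, 2 in mural-like cells at 8 w, 164 and 28 for the differences of the 5 d and 8 w effects, and 36 for endothelial-like tissues.

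The ratio rule for tags gave 0 in microglia-like cells at 8 w, 0 and 0 in subdural fibroblast-like cells at 5 d and 8 w, 30 and 3 in mural-like cells, 1 in dura fibroblast-like cells at 8 w, 3 for the difference of the 5 d effects and a difference in the CAM-like share of −8.86 points at 8 w, not past the threshold. With at least 20 cells per sum there were 0 in microglia-like cells at 8 w, 2 in subdural fibroblast-like cells at 5 d and 2 in mural-like cells at 8 w. Removing cells with markers of other lineages took 16.4% to 91.9% of the cells of a library. It left 0 in microglia-like cells at 8 w, 7 and 2 in endothelial-like cells at 5 d and 8 w, 2 and 0 in dura fibroblast-like cells, 20 for the difference of the 5 d effects and 0 for endothelial-like tissues.

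Batch 1 alone, with fewer mice, gave 12 and 0 in microglia-like cells at 5 d and 8 w, 2 in subdural fibroblast-like cells at 5 d, 5 in mural-like cells at 8 w, 4 for the difference of the 5 d effects, differences in the CAM-like share of −28.3 and −22.6 points at 5 d and 8 w, and in the dividing share of 27.8 points at 5 d, none of these shares past the threshold. Batch 2 alone gave 11 in microglia-like and 61 in CAM-like cells at 8 w, 14 in mural-like cells at 5 d, 5 for the difference of the 8 w effects, a CAM-like share of −30.8 points at 8 w, not past the threshold, and a dividing share of −3.58 points at 8 w (2 control mice and 1 mouse at 8 w; limma p = 0.028, exact permutation p = 0.333, the smallest possible). Leptomeninges alone gave 0 in microglia-like cells at 8 w, 45 in CAM-like, 9 in endothelial-like, 0 in fibroblast-like and 3 in mural-like cells at 5 d, 4 in mural-like cells at 8 w, 0 for the difference of the 5 d effects and a CAM-like share of −17.5 points at 8 w, not past the threshold. Cortex alone gave 1 in microglia-like, 21 in CAM-like, 63 in endothelial-like and 15 in fibroblast-like cells at 5 d, and 0 for the difference of the 5 d effects. The dividing share at 5 d then differed by 36.9 points. It rested on 1 control mouse against 3 mice at 5 d, so cortex alone cannot decide it. The exact permutation test did not call the CAM-like share of −26.7 points at 8 w, nor did limma with Leiden resolution 2 (−23.6 points).

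With the mouse as a replicate block, from tags that pair the sums of 1 animal, 37 genes differed between endothelial-like tissues, and 49 and 5 passed for the differences of the 5 d and 8 w effects, with the calls this changed given beside those results. The count for fibroblast-like tissues stayed within 1.5 times while Ctsb, Atf3 and the interferon list lost their calls, and no other call of a named gene or, by camera with the preset correlation, of a list changed. The other comparisons are of mice under different treatments, which no tag pairs.

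With the tag references exchanged, which adds mice and changes no treatment of those kept, there were 0 in microglia-like cells at 8 w, 1143 in CAM-like cells at 5 d, 0 and 0 in endothelial-like cells at 5 d and 8 w, 7 and 0 in subdural fibroblast-like cells, 18 and 0 in mural-like cells and 59 for the difference of the 5 d effects. Taken as cited, they gave 0 and 0 in microglia-like cells, 0 in CAM-like and 74 in endothelial-like cells at 5 d, 2 in subdural fibroblast-like cells at 8 w, 1 and 0 in mural-like cells, 4 and 0 in dura fibroblast-like cells and 0 for the difference of the 5 d effects. The CAM-like shares as cited were −21 and −25 points at 5 d and 8 w and the dividing share 27.2 points at 5 d, none past the threshold. Thinned to 1000 UMIs, which leaves fewer genes to test, cells gave 1080 in microglia-like and 201 in CAM-like cells at 5 d, 18 and 2 in endothelial-like cells, 0 in subdural fibroblast-like cells at 5 d, 21 and 0 in mural-like cells, 25 and 5 in dura fibroblast-like cells, 20 for the difference of the 5 d effects and 634 for fibroblast-like tissues.

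Leaving out single mice, where a lone mouse in a group is assumed to vary like the other groups, gave 1902 to 4663 and 0 to 3 in microglia-like cells at 5 d and 8 w, 68 to 996 and 0 to 20 in CAM-like, 15 to 97 and 7 to 35 in endothelial-like, 0 to 38 and 1 to 11 in subdural fibroblast-like, 61 to 284 and 1 to 2 in mural-like and 2 to 73 and 1 to 34 in dura fibroblast-like cells. It gave 0 to 37 and 0 to 0 for the differences of the 5 d and 8 w effects, 1 to 6 for endothelial-like and 781 to 1884 for fibroblast-like tissues. The CAM-like share ran from −50.8 to −40.1 points at 5 d and −35.6 to −17.9 at 8 w, and the dividing share from 40.0 to 61.6 and −3.85 to −1.12.

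Signs changed in 19 cases of named genes. In microglia-like cells at 5 d it was H2-DMb1 with cortex alone (0.015). In CAM-like cells it was Lyve1 at 8 w with batch 2 alone (−8.20, called), and at 5 d Cxcl10 with leptomeninges alone (−3.64) and F13a1 with references as cited (0.13). In endothelial-like cells it was Vcam1 at 5 d without cells of other lineages (1.91, called). In subdural fibroblast-like cells at 8 w it was Ttr with the ratio rule (−5.44) and leptomeninges alone (−1.79). In mural-like cells at 5 d, leptomeninges alone turned Fth1 (0.20), Fn1 (−0.45), Slc7a5 (−0.11), Hspa1b (−1.07) and Hspa1a (−0.11). In dura fibroblast-like cells it was Ifitm3 at 5 d (−0.28) and Hspa1a at 8 w (0.37) without cells of other lineages, and Usp18 at 5 d with references as cited (−0.14). Between fibroblast-like tissues the ratio rule turned Atf3 (0.25), Abcg2 (0.21), Ifit1 (2.75, called) and Ifit3 (0.62).

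In counts simulated at the depth of these sums, 2-fold changes were recovered least for the differences of the 8 w and 5 d effects (0% and 3%), in subdural fibroblast-like cells at 8 w and 5 d (4% and 6%) and in microglia-like cells at 8 w (7%), so low counts there leave changes of that size open.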

Other observations

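The tests of clock genes and of oligodendrocyte-like and astrocyte-like cells were chosen only after the results were seen.

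Genes of the circadian clock were among the few calls in vessel cells at 8 w. In endothelial-like cells 11 of 14 clock genes tested stood higher and 3 were called higher, with 11 at an unadjusted p under 0.05, among them Per2, a core repressor of the clock (3.22 ± 0.42), and Ciart, another repressor (2.25 ± 0.31). In mural-like cells 8 of 11 stood higher, with Dbp, a clock output gene, at 2.02 ± 0.28 (adjusted p = 3.85e-07). Dura fibroblast-like cells had 10 of 14 higher and none called. All of these rest on 1 mouse at 8 w, assumed to vary like the other groups, and the set was not tested for enrichment. At 5 d Per2 in endothelial-like cells rose by 2.13 ± 0.43 (adjusted p = 0.0228) and Dbp in mural-like cells by 1.75 ± 0.25, while in microglia-like cells 1 of 11 clock genes stood higher and 2 fell. With the tag references exchanged, 12 of 13 stood higher in endothelial-like cells at 8 w but none rose past the threshold by edgeR, with 7 at an unadjusted p under 0.05. The hour at which each mouse was taken was not used here.

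Glia of the cortex changed in few genes. Oligodendrocyte-like cells at 5 d differed in 1 of 6270 genes by edgeR, Egr2, a factor of immediate early response and myelination (2.25 ± 0.41, adjusted p = 0.00783), with 327 at an unadjusted p under 0.05 and 0 by DESeq2 (6 control and 4 5 d mice). With the tag references exchanged there were 0, and as cited 6, Egr2 among them. At 8 w 2 genes passed, Fbxo33 (1.89 ± 0.38) and Dlc1 (−3.91 ± 0.79), against 5 exchanged and 2 as cited. In astrocyte-like cells edgeR called 0 of 3083 genes at 5 d (139 at an unadjusted p under 0.05, 0 by DESeq2, 3 control and 2 5 d mice), and at 8 w 2 were lower, Xist and Etl4, against 0 exchanged and 1 as cited. Xist is made by female cells alone, so its call follows the sex of the mice.

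The limits on genes and mitochondrial UMIs alone left 42647 cells. With a minimum of 500 UMIs added and only cells with 1 tag kept, 17947 remained, and 1 dura library was not used.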
